A study of Homo sapiens with 16 samples.

How the data were processed

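The deposited table holds RPKM, reads scaled by gene length and library size, for 20612 genes in 16 libraries, computed by the authors before the files were deposited. The submitters' processing notes name Bowtie2 for alignment to hg19 and Partek for quantification. Their versions, the read filters, the gene models and whether reads were counted by strand are not given in the sources used here. Libraries were stranded polyadenylated RNA libraries per the labels. The 16 sample columns matched the labels by name, and alignments per library ran from 45902800 to 55507300.

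Values were taken as log2(RPKM + 0.5) without further scaling, and genes with a mean RPKM of at least 0.5 over the 16 libraries were tested, which kept 12466 genes or 60.5%. On this scale a log2 change understates the fold of genes with low RPKM, so folds are ratios of mean RPKM. limma 3.58.1 in R 4.3.3 fitted the 8 group means to the 16 libraries together, with 8 residual and 4.09 prior degrees of freedom and a variance prior with an intensity trend. p values were adjusted per comparison by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. The model, the 16 comparisons and the gene lists were fixed before the data were examined. CDKN1A, MDM2, CFLAR and TNFRSF10B were to be named everywhere. Some of the genes chosen this way are not reported here. Besides the fixed genes, the 8 largest rises and falls among called genes are named in the drug against DMSO and genotype comparisons. Elsewhere 5 are named. These genes had a mean RPKM of at least 1 and libraries that did not overlap. The overlap condition was not applied to differences in response between genotypes. Up to 4 called members per list are named as well. Members of the death receptor list may be named throughout.

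The 25 lists cover p53 targets, the death receptor pathway, the BCL2 family, DNA replication and G1/S, G2/M and mitosis, homologous recombination and Fanconi repair, histone genes of differentiated cells, HDACs and corepressor subunits, neuronal genes, ribosome biogenesis and MYC, ribosomal proteins, cholesterol synthesis, the integrated stress response, the ER unfolded protein response, heat shock, NF-kB targets, the interferon response, MHC class I presentation, immediate early and ERK feedback genes, Wnt targets, intestinal epithelium, mesenchymal genes, hypoxia and glycolysis, metallothioneins and other cell types. They were written from general knowledge. Each was tested against all other genes with the camera test of limma, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, over 10 comparisons, which gave 250 tests adjusted together. FASLG, SYT4, APCDD1, FABP1, ALPI, TFF3, DCN and LUM were not analysed here. In the death receptor list CASP10 and TNFSF10 were below the filter. Members of other lists were below it too, among them p53 targets and many neuronal, interferon response, NF-kB and intestinal genes. The list sizes given below count only the members that were tested. Some lists share members, such as FAS in the p53 target and death receptor lists and PMAIP1 in the p53 target and BCL2 lists. A call of the death receptor or BCL2 list can therefore in part repeat that of the p53 targets.

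The replicate number was also fitted as a block. Differences between replicates 1 and 2 correlated across genes between all 28 pairs of groups, with r from 0.27 to 0.78 and a median of 0.43, and from 0.6 to 0.78 among groups with Entinostat. With changes of known size placed in simulated data, the model recovered 35.7%, 91.7% and 99.5% of log2 changes of 0.5, 1 and 2 for Nutlin-3A in p53+/+ cells, with 4.76% of calls false. Of 100 simulated lists shifted by 0.5 the list test called 100, and of 100 unshifted lists 0. These rates describe simulated data. They do not show how often genes or lists are called falsely where genes vary together between replicates.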

Results

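Gene expression was measured by sequencing of polyadenylated RNA in HCT116, a human colorectal cancer cell line, and in a derivative that lacks p53 (p53-/-). Cells of each genotype were treated for 8 hours with the vehicle DMSO, with 5 µM Nutlin-3A, which keeps the ubiquitin ligase MDM2 from binding p53, with 2.5 µM Entinostat, an inhibitor of class I histone deacetylases (HDACs), or with both drugs (the combination). Each of the 8 groups had 2 replicates, which gave 16 libraries. The title of the series concerns p53 activation and dependence on a form of FLIP, the product of CFLAR, which restrains caspase-8 at death receptors. Values are RPKM per gene, so the isoforms of CFLAR were not told apart. The labels do not say that replicates came from separate cultures, so each p measures the spread between these samples, which may be technical. The model pooled that spread over the 8 groups. The median absolute log2 difference between replicates ran from 0.113 (DMSO) to 0.203 (combination), both in p53+/+ cells.

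**Figure D1:**
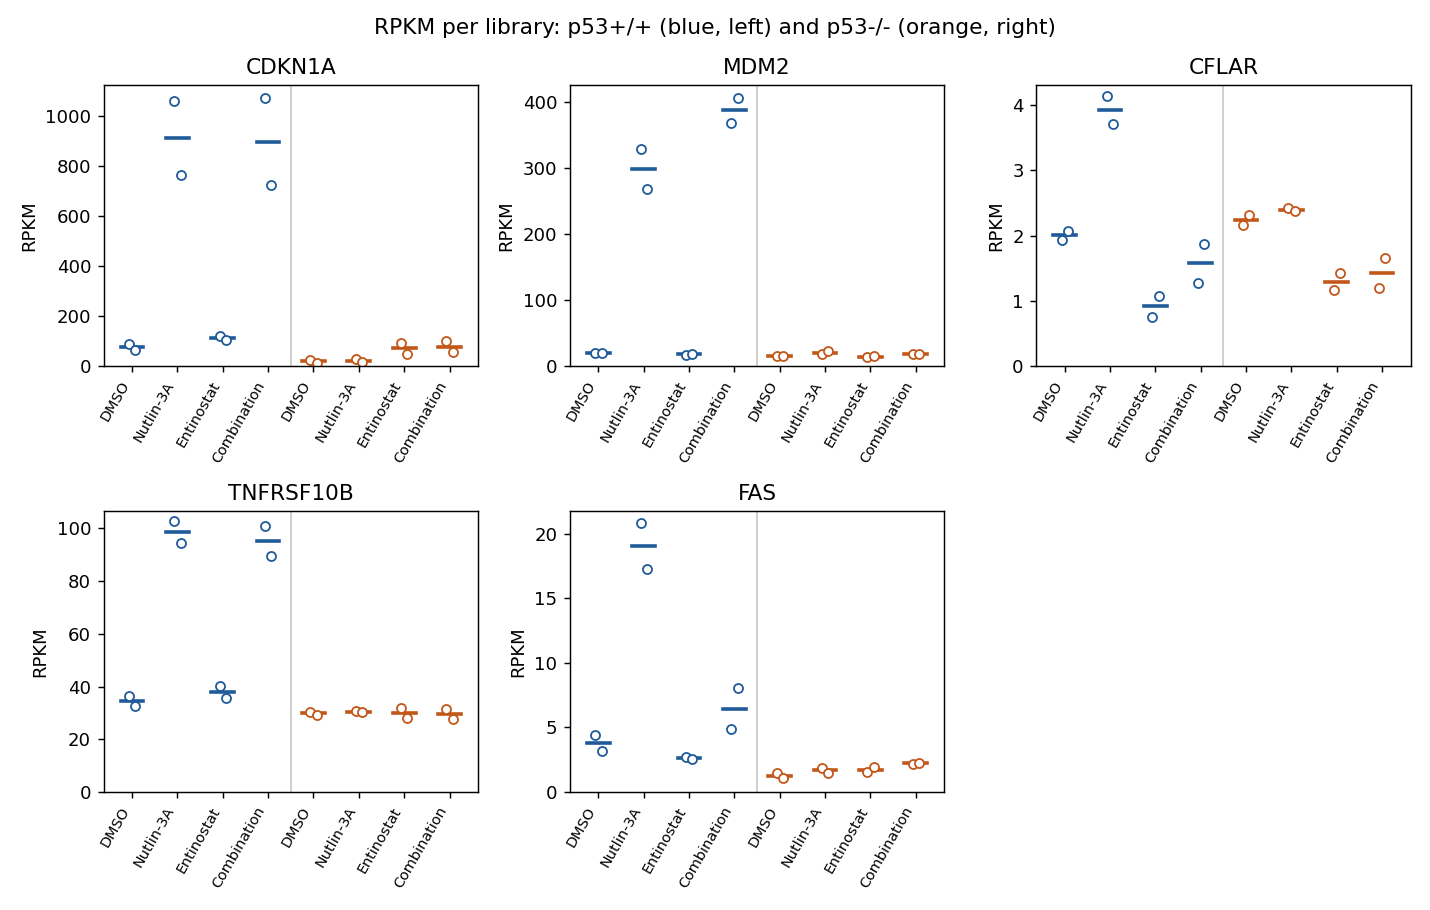
RPKM of CDKN1A, MDM2, CFLAR, TNFRSF10B and FAS on linear axes that start at 0, with each of the 16 libraries as an open circle and the mean of 2 replicates as a bar, p53+/+ groups in blue and p53-/- groups in orange. CFLAR averaged 3.92 RPKM under Nutlin-3A and 1.57 under the combination in p53+/+ cells.

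The next question was how the genotypes differed without drug. Several genes were nearly silent in p53-/- cells but expressed in p53+/+ cells. EHF, an epithelial transcription factor, had 0.0964 ± 0.012 RPKM (SD, n = 2) in p53-/- against 13.3 ± 0.14 in p53+/+ cells, a log2 change of -4.53 ± 0.26 (adjusted p = 1.1e-06). PROM1, which encodes the surface antigen CD133, was listed at 0 in both p53-/- DMSO libraries and averaged 6.69 ± 0.99 RPKM in p53+/+ cells. BST2, an antiviral membrane protein (log2 change -3.6), CASP4, an inflammatory caspase (-3.49), NRIP1, a nuclear receptor cofactor (-3.35), RGS2, a regulator of G protein signalling (-3.11), and ENC1 (-2.81) were also lower. Among genes that were higher, ZBED2 had 32.1 ± 0.61 against 1.56 ± 0.12 RPKM (log2 change 3.98 ± 0.3, adjusted p = 1.5e-05), and TIMM17B, a subunit of a mitochondrial import channel, NECTIN3, an adhesion molecule, the ligands WNT16 and WNT9A and DNER rose by 1.64 to 2.09. SNORA31, a small RNA encoded inside a host gene whose reads it can share, gave 2.28. CDKN1A, which encodes the cell cycle inhibitor p21, was 4.1-fold lower (log2 change -2.04 ± 0.37, adjusted p = 0.0071), MDM2 was slightly lower (-0.45 ± 0.12, adjusted p = 0.048), and CFLAR (0.13, adjusted p = 0.8) and TNFRSF10B (-0.21, adjusted p = 0.35) were not called. In all, 195 genes were higher and 390 lower in p53-/- cells, 585 together, and with the replicate number as a block 1634 were called. Without DMSO replicate 1 or 2 of p53+/+ cells the count was 240 or 327, and without those of p53-/- cells it was 341 or 239. The MDM2 call was lost without any of these (adjusted p 0.17 to 0.26), the CDKN1A call without p53+/+ replicate 1 (0.087) or p53-/- replicate 2 (0.095), and the SNORA31 call without 3 of these libraries (0.086 to 0.18).

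Genes known to be activated by p53 were among those lower in p53-/- cells. Of 46 measured p53 targets 16 were lower and 1 was higher, and adjusted over the list alone 26 were lower and 2 higher. GDF15, a secreted stress cytokine (log2 change -2.44), and TP53INP1 (-1.57) were lower and PLK2, a kinase of the polo family, was higher (1.4). The list test gave adjusted p = 2e-11, and adjusted p = 0.44 with an estimated correlation. Of 17 interferon response genes 3 were lower, 5 adjusted over the list alone, with BST2 (-3.6), HERC5 (-0.97) and IFIH1 (-0.9) as examples (adjusted p = 0.00026, and adjusted p = 0.55 with an estimated correlation). In the list for MHC class I presentation, HLA-E (-0.94) and B2M (-0.9) were lower, 2 of 11 and 3 adjusted over the list alone (adjusted p = 0.026, and adjusted p = 0.58 with an estimated correlation). Of 10 Wnt targets 3 were higher, 5 adjusted over the list alone, namely BMP4 (0.91), AXIN2 (0.8) and DKK1 (0.79), with adjusted p = 5.5e-05, and adjusted p = 0.09 with an estimated correlation. Of 20 immediate early and ERK feedback genes 1 was higher, KLF4 (0.81), and 4 adjusted over the list alone (adjusted p = 0.0061, and adjusted p = 0.64 with an estimated correlation). The MHC call was lost without p53-/- DMSO replicate 2 (adjusted p = 0.069) and the immediate early call without p53-/- DMSO replicate 1 (0.078). Calls of PLK2, HERC5, HLA-E, BMP4, AXIN2 or DKK1 ended without one or more of the DMSO libraries. In number, 9 and 13 of the genes followed here lost theirs without p53-/- replicates 1 and 2, and 13 and 6 without p53+/+ replicates 1 and 2 (adjusted p 0.053 to 0.32).

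Nutlin-3A in p53+/+ cells addressed the response to p53 activation alone. TP53I3, a p53-inducible oxidoreductase, rose most, from 5.97 ± 1.1 to 115 ± 23 RPKM (SD, n = 2), or 19.2-fold (log2 change 4.15 ± 0.18 SE, adjusted p = 1.9e-07). MDM2 rose 14.8-fold, from 20.2 ± 0.3 to 298 ± 42 RPKM (3.85 ± 0.12, adjusted p = 3.8e-09). CDKN1A rose 11.7-fold, from 77.7 ± 16 to 911 ± 210 RPKM (3.54 ± 0.37, adjusted p = 5.7e-05). The serpin SERPINB5, GDF15, UNC5B-AS1 and TP53INP1 rose by 2.89 to 3.22. UNC5B-AS1 is antisense to a p53 target, and whether reads were counted by strand is not given in the sources used here. The largest falls were ZNF367 at -2.04, CCNE2, a cyclin of S phase entry, at -1.96, the centromeric histone CENPA at -1.83 and its chaperone HJURP at -1.81, and E2F2, DTL, WDR76 and MCM10 between -1.82 and -1.78. CFLAR rose 1.95-fold, from 2.01 ± 0.091 to 3.92 ± 0.31 RPKM (log2 change 0.82 ± 0.17, adjusted p = 0.0052). TNFRSF10B, the TRAIL receptor DR5, rose 2.85-fold, from 34.6 ± 2.6 to 98.6 ± 6.2 RPKM (1.5 ± 0.1, adjusted p = 3e-06). In all, 983 genes rose and 1184 fell, 2167 together, of which 240 rose and 168 fell at least 2-fold. The split was 1089 and 1024 with median of ratios scaling and 936 and 968 with quantile normalization. The count was 3931 with the replicate number as a block. Without Nutlin-3A replicate 1, DMSO replicate 1 or DMSO replicate 2 the count was 1040, 1274 or 1054, and the CFLAR call was lost without Nutlin-3A replicate 1 (adjusted p = 0.056).

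Of the 46 p53 targets 44 rose with Nutlin-3A and none fell (45 and 0 adjusted over the list alone), with a median log2 change of 1.61 (adjusted p = 2.5e-50, and adjusted p = 0.019 with an estimated correlation). Death receptor genes moved both ways. FAS rose 5.03-fold, from 3.79 ± 0.91 to 19.1 ± 2.5 RPKM (2.2, adjusted p = 3.9e-05). The decoy receptors TNFRSF10C (2.28) and TNFRSF10D (1.06), the receptor TNFRSF10A (0.91) and the caspase inhibitor BIRC3 (0.76) rose, and the adaptors TRAF2 (-0.65) and DAXX (-0.43) fell. That made 7 up and 2 down of 21, or 7 and 4 adjusted over the list alone (median 0.04, adjusted p = 0.038, and adjusted p = 0.44 with an estimated correlation). Among 37 genes of DNA replication and the G1/S transition 30 fell, such as CLSPN (-1.7), and adjusted over the list alone 33 fell and 1 rose (median -1.1, adjusted p = 7e-23). Among 34 genes of G2/M and mitosis 33 fell, also adjusted over the list alone, including CCNA2 (-1.72), PLK1 (-1.71) and CDC20 (-1.43), with a median of -1.26 (adjusted p = 8.6e-25). Of 18 genes of homologous recombination and Fanconi repair 14 fell, 15 adjusted over the list alone, including MSH6 (-1.47), with a median of -0.91 (adjusted p = 4.4e-10). For these lists the test gave adjusted p = 0.44, adjusted p = 0.45 and adjusted p = 0.58 with an estimated correlation. Of 22 genes of cholesterol synthesis 7 fell, 11 adjusted over the list alone, such as IDI1 (-0.77), with adjusted p = 0.00025, and adjusted p = 0.65 with an estimated correlation.

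In the heat shock list DNAJB1 (-1.07), HSPA1B (-0.87) and HSPA8 (-0.64) fell with Nutlin-3A in p53+/+ cells, 3 of 11, also adjusted over the list alone (adjusted p = 0.043, and adjusted p = 0.57 with an estimated correlation). The 20 ribosomal protein genes had a median of 0.15 with 0 called by limma over all genes and 0 adjusted over the list alone (list test adjusted p = 0.045, and adjusted p = 0.89 with an estimated correlation). BCL2 family members BBC3 (2.09), BAX (1.22), BIK (0.91) and PMAIP1 (0.74), all promoters of apoptosis, rose in a list of 15 with 6 up and 1 down, also adjusted over the list alone, whose test gave adjusted p = 0.066. Without Nutlin-3A replicate 1 the heat shock and ribosomal protein lists lost their calls (adjusted p = 0.13 and 0.36), as they did without DMSO replicate 2 (0.24 and 0.23). DAXX, IDI1, DNAJB1 and HSPA8 were among 16 to 21 genes followed here that lost their calls without single Nutlin-3A or DMSO libraries of p53+/+ cells (adjusted p 0.053 to 0.31).

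**Figure D2:**
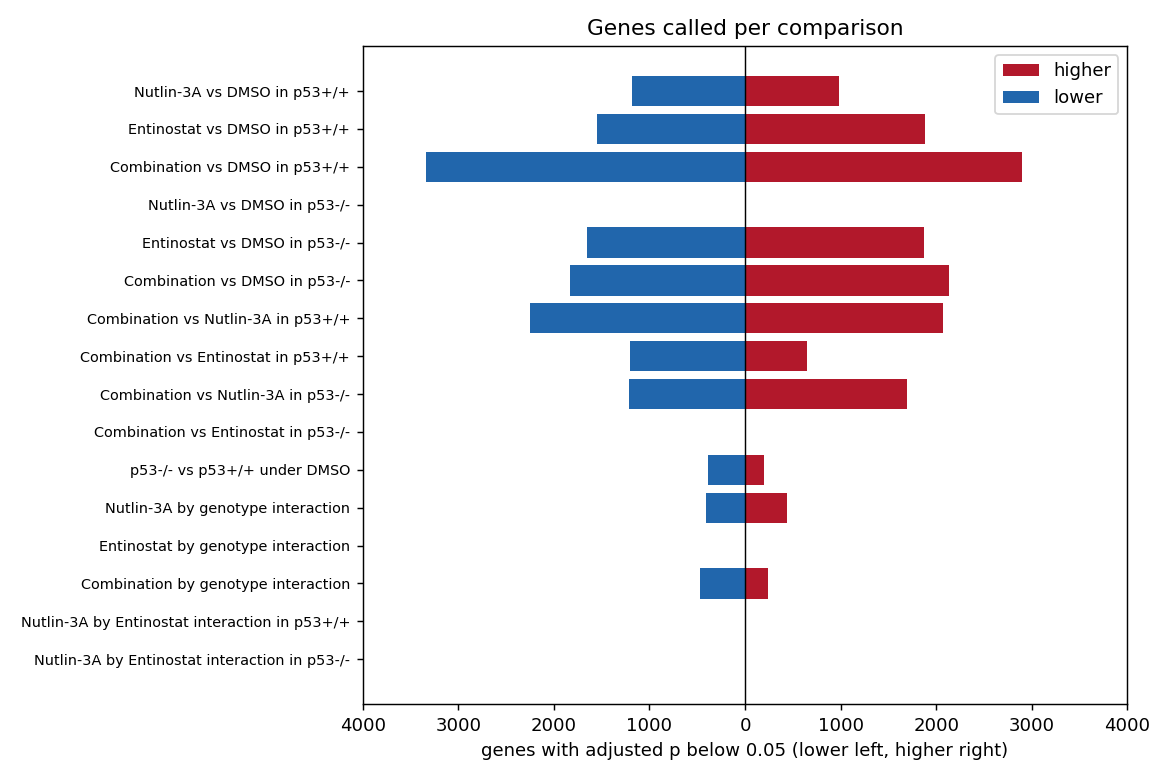
Number of genes with adjusted p under 0.05 in each of the 16 comparisons, as horizontal bars, with higher genes to the right of 0 and lower genes to the left. Nutlin-3A against DMSO gave 983 and 1184 genes in p53+/+ cells and 0 in p53-/- cells.

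In p53-/- cells the same Nutlin-3A treatment left the p53 targets near their DMSO levels. CDKN1A had 21.8 ± 7.3 RPKM (SD, n = 2) against 18.9 ± 6.8 (log2 change 0.2, 95% confidence interval -0.61 to 1.02), MDM2 20.2 ± 2.7 against 14.7 ± 0.1 (0.44, 0.19 to 0.69), CFLAR 2.4 ± 0.028 against 2.25 ± 0.11 (0.08, -0.29 to 0.45) and TNFRSF10B 30.4 ± 0.18 against 29.8 ± 0.72 (0.03, -0.2 to 0.25). None of 46 p53 targets was called over all genes or adjusted over the list alone (median 0.06, list test adjusted p = 0.17). limma called 0 genes, with 440 at an unadjusted p under 0.05, where 623 are expected by chance. With the replicate number as a block it called 0, with 1323 at an unadjusted p under 0.05. The 20 ribosomal protein genes (median -0.14) and the 22 cholesterol synthesis genes (-0.15) were called as lists with 0 members called by limma, also 0 adjusted over the list alone (adjusted p = 0.017 and 0.022, and adjusted p = 0.85 and 0.83 with an estimated correlation). Both list calls were lost without DMSO replicate 1 (adjusted p = 0.77 and 0.85) or Nutlin-3A replicate 2 (0.88 and 0.83).

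Tested directly, the Nutlin-3A response differed between genotypes in 845 genes, 435 with a higher change and 410 with a lower change in p53+/+ cells (2126 with the replicate number as a block). The difference was 4.11 ± 0.26 for TP53I3 (adjusted p = 1.2e-05), 3.4 ± 0.16 for MDM2 (1e-06), 3.34 ± 0.53 for CDKN1A (0.0027), 2.54 for TNFRSF10C, 1.9 for FAS and 1.47 for TNFRSF10B, and it was -1.99 for CCNE2 and -1.93 for CENPA. For CFLAR it was 0.74 (95% confidence interval 0.22 to 1.25, adjusted p = 0.092), and adjusted p = 0.016 with the replicate number as a block. As lists, 40 of 46 p53 targets were higher, 44 adjusted over the list alone (adjusted p = 3.5e-54, and adjusted p = 0.019 with an estimated correlation). Lower were 25 of 37 genes of replication and G1/S, 29 of 34 of G2/M and mitosis and 10 of 18 of recombination and Fanconi repair, and 31, 33 and 15 adjusted over the list alone, with 1 of the first higher there (adjusted p = 4.1e-23, 1.7e-28 and 1.1e-11, and adjusted p = 0.44, 0.44 and 0.58 with an estimated correlation). In the death receptor list 5 of 21 were higher, 7 with 2 lower adjusted over the list alone (adjusted p = 0.047, 0.071 with the block, and adjusted p = 0.44 with an estimated correlation). In the BCL2 family 5 of 15 were higher, 5 with 1 lower adjusted over the list alone (adjusted p = 0.05 after rounding up, 0.058 with the block, and adjusted p = 0.58 with an estimated correlation). Ribosomal proteins (0 of 20 called by limma, 0 adjusted over the list alone, median 0.32, adjusted p = 0.0038) and cholesterol synthesis (1 of 22 lower, SQLE at -0.67, and 0 adjusted over the list alone, adjusted p = 0.028) had adjusted p = 0.83 and adjusted p = 0.84 with an estimated correlation. The gene count fell to 433, 494 or 424 without p53+/+ Nutlin-3A replicate 1, DMSO replicate 1 or DMSO replicate 2, and to 481, 488 or 453 without p53-/- DMSO replicate 1, DMSO replicate 2 or Nutlin-3A replicate 2. The death receptor call was lost without p53+/+ Nutlin-3A replicate 1 (adjusted p = 0.05 after rounding), p53+/+ DMSO replicate 1 (0.067), p53-/- Nutlin-3A replicate 1 (0.082) or p53-/- DMSO replicate 1 (0.072). The BCL2 call was lost without p53+/+ Nutlin-3A replicate 1 (0.085), p53+/+ DMSO replicate 1 (0.054), p53-/- Nutlin-3A replicate 2 (0.065) or p53-/- DMSO replicate 1 (0.071) or 2 (0.057). The ribosomal protein call was lost without p53+/+ Nutlin-3A replicate 1 (adjusted p = 0.062), p53-/- DMSO replicate 1 (0.064) or p53-/- Nutlin-3A replicate 2 (0.083). The cholesterol call was lost without p53+/+ Nutlin-3A replicate 1 (0.18), p53+/+ DMSO replicate 2 (0.066), p53-/- Nutlin-3A replicate 1 (0.31) or p53-/- DMSO replicate 2 (0.33), and the SQLE call without 6 of the 8 libraries (0.062 to 0.2).

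Entinostat in p53+/+ cells addressed HDAC inhibition without added p53 activation. CEND1, a neuronal differentiation gene, went from 0.173 ± 0.028 to 7.56 ± 5.5 RPKM (SD, n = 2, log2 change 3.39 ± 0.65 SE, adjusted p = 0.0038), the matrix protein CTGF from 0.929 ± 0.2 to 12.2 ± 6.8 RPKM (3.04 ± 0.66, adjusted p = 0.0067) and the Notch effector HEY1 from 0.12 ± 0.061 to 3.85 ± 1.7 RPKM (2.76 ± 0.34, adjusted p = 0.00062). The reductase DHRS2, ZCCHC12, the neurotrophin receptor NGFR, the chemokine receptor CXCR4 and EFR3B rose by 2.28 to 2.68. The phosphodiesterase PDE4B (-2.44), the homeobox genes MKX (-2.25) and HOXB8 (-2), the growth factor EREG (-2.02), ADGRF1, ZBTB2, CYP24A1 and the antisense gene HOXA10-AS (-1.92 to -1.74) fell most. CFLAR fell 2.19-fold to 0.916 ± 0.23 RPKM (-0.83 ± 0.17, adjusted p = 0.0048). MDM2 (-0.19, adjusted p = 0.24) and TNFRSF10B (0.13, adjusted p = 0.36) were not called. CDKN1A was not called without the replicate number as a block (0.55, adjusted p = 0.3, and 0.0041 with the block). In all, 1887 genes rose and 1547 fell, 3434 together, and 5565 with the replicate number as a block. Of the 3434, 369 rose and 80 fell at least 2-fold on the log2(RPKM + 0.5) scale. Much rested on Entinostat replicate 1. Without it 779 genes were called. The calls of CFLAR (adjusted p = 0.065), CEND1, CTGF, ZCCHC12, NGFR, ADGRF1, CYP24A1 and HOXA10-AS were lost there as well (0.051 to 0.33 over the genes lost). Without DMSO replicate 1 or 2 the count was 1781 or 1326, with CYP24A1 lost in both and NGFR without replicate 2 (0.07 to 0.25).

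Genes of ribosome biogenesis, a process driven by MYC, fell with Entinostat in p53+/+ cells. Of 28 members 17 fell, 20 adjusted over the list alone, such as PPAN (-1.04), MYBBP1A (-0.97), NOP16 (-0.79) and RRS1 (-0.77), with adjusted p = 2.5e-08, and adjusted p = 0.63 with an estimated correlation. Of 8 neuronal genes 5 rose, also adjusted over the list alone, including the secreted precursor VGF (2.16) and the synaptic vesicle protein SYP (1.2), with adjusted p = 0.027, and adjusted p = 0.63 with an estimated correlation. Of 9 mesenchymal genes 4 rose, also adjusted over the list alone, namely the transcription factors SNAI2 (1.53), ZEB1 (1.03) and SNAI1 (0.92) and fibronectin, FN1 (1.33), with adjusted p = 0.028, and adjusted p = 0.65 with an estimated correlation. Of 8 histone genes of differentiated cells, which share sequence and may share reads, H1F0 (1.1) was the 1 that rose, also adjusted over the list alone (median 0.76, adjusted p = 0.038, and adjusted p = 0.65 with an estimated correlation). With the replicate number as a block the interferon list (4 of 17 up, 3 adjusted over the list alone, adjusted p = 0.12), the immediate early list (6 up and 2 down of 20, 7 and 2 adjusted over the list alone, 0.17) and the 4 metallothioneins (1 up, 4 adjusted over the list alone, 0.078) were also called, at adjusted p = 0.037, 0.011 and 0.016. In the death receptor pathway BIRC3 (1.09), CYLD (0.47) and BIRC2 (0.4) rose, and CFLAR, TNFRSF10A (-0.69), TNFRSF1A (-0.6), BID (-0.55), DAXX (-0.52), TRADD (-0.34) and TRAF2 (-0.31) fell. The histone call was lost without Entinostat replicate 1 (adjusted p = 0.17) or DMSO replicate 2 (0.06), and the mesenchymal call without Entinostat replicate 1 (0.07) or DMSO replicate 1 (0.055). Calls of RRS1, VGF, SYP, SNAI2, FN1, ZEB1, SNAI1 and all the death receptor genes named except BIRC3 and TNFRSF10A ended without one or more libraries, 65 of the genes followed without Entinostat replicate 1, 12 without Entinostat replicate 2, 32 without DMSO replicate 1 and 51 without DMSO replicate 2 (adjusted p 0.051 to 0.33).

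**Figure D3:**
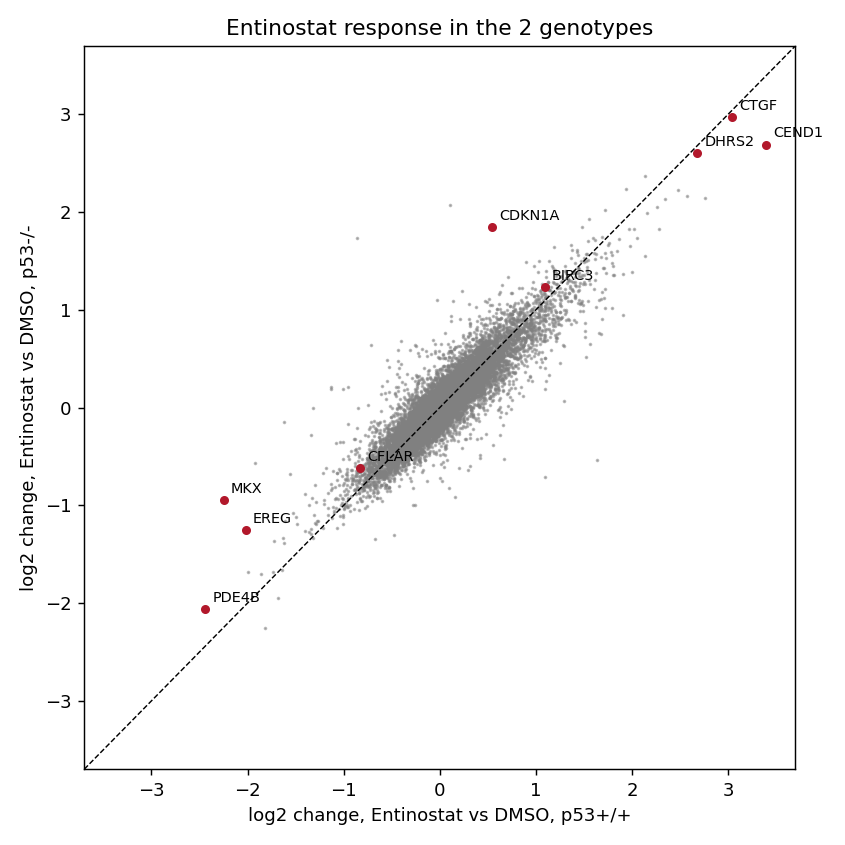
Log2 change with Entinostat against DMSO in p53+/+ cells (horizontal axis) and in p53-/- cells (vertical axis), with each of 12466 genes as a grey point, named genes in red and equality as a dashed line. Across genes Pearson's r was 0.91, and CDKN1A lay at 0.55 and 1.85.

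Entinostat in p53-/- cells moved many of the genes it moved in p53+/+ cells. CTGF rose from 2.49 ± 0.3 to 27.1 ± 21 RPKM (SD, n = 2, log2 change 2.97 ± 0.66 SE, adjusted p = 0.0073), CEND1 by 2.69, DHRS2 by 2.6, EPPK1 by 2.37, the long noncoding RNA NEAT1 by 2.24, and NGFR, ZCCHC12 and HEY1 by 2.14 to 2.23. CYP24A1 (-2.25), PDE4B (-2.06), HS3ST1 (-1.95), ZBTB2 (-1.7), HOXA10-AS and HOXB8 (both -1.68), the receptor LTBR (-1.66) and the cytokine CLCF1 (-1.39) fell most. CDKN1A rose 3.72-fold, from 18.9 ± 6.8 to 70.5 ± 29 RPKM (1.85 ± 0.37, adjusted p = 0.0046). CFLAR fell 1.74-fold, from 2.25 ± 0.11 to 1.29 ± 0.19 RPKM (-0.62 ± 0.17, adjusted p = 0.018). MDM2 (-0.03) and TNFRSF10B (0.01) were not called. In all, 1868 genes rose and 1652 fell, 3520 together, and 5677 with the replicate number as a block. Without Entinostat replicate 1 the count was 838. Lost there were the calls of CDKN1A (adjusted p = 0.062), CFLAR (0.15), CTGF, CEND1, NGFR, ZCCHC12, CYP24A1, PDE4B, ZBTB2, HOXA10-AS and CLCF1 (0.051 to 0.4 over the genes lost). Without DMSO replicate 1 or 2 it was 2024 or 1601, and the calls of CFLAR (0.058 or 0.096) and CYP24A1 (0.054 or 0.11) were lost. CEND1, NGFR, ZCCHC12 and CLCF1 lost theirs without DMSO replicate 2 (adjusted p 0.06 to 0.097).

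Across all 12466 genes the Entinostat log2 changes in the 2 genotypes, which share no library, had a Pearson's r of 0.91 and a Spearman's rho of 0.9. Genes are not independent replicates, so no p is given. r was 0.81 without p53-/- Entinostat replicate 1 and 0.86 without p53-/- DMSO replicate 2. Of the genes that rose, 1438 rose in both genotypes, where 283 are expected from independent lists, and of those that fell, 1204 fell in both, where 205 are expected, and 1 gene moved in opposite directions. Tested directly, the response differed in 0 genes by limma, with 164 at an unadjusted p under 0.05, and in 4 with the replicate number as a block. CDKN1A was one of these (difference -1.3, adjusted p = 1, and 0.022 with the block), while for CFLAR the difference was -0.22 (95% confidence interval -0.73 to 0.3).

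Genes of ribosome biogenesis also fell with Entinostat in p53-/- cells, 15 of 28, and 20 adjusted over the list alone, including MYBBP1A (-0.97), PPAN (-0.89), NOP16 (-0.84) and MYC itself (-0.79), with adjusted p = 9.2e-08, and adjusted p = 0.63 with an estimated correlation. Of 17 interferon response genes 5 rose, also adjusted over the list alone, such as OASL (1.34) and HERC5 (0.85), with adjusted p = 0.011, and adjusted p = 0.63 with an estimated correlation. Of 9 mesenchymal genes SNAI2 (1.57), FN1 (1.29), ZEB1 (0.79) and ACTA2 (0.79) rose, 4 and also 4 adjusted over the list alone, with adjusted p = 0.05 after rounding up, and adjusted p = 0.69 with an estimated correlation. H1F0 (0.89) was the 1 of 8 histone genes that rose, also adjusted over the list alone (adjusted p = 0.042, and adjusted p = 0.65 with an estimated correlation). Of 46 p53 targets 8 rose and 6 fell, 8 and 7 adjusted over the list alone (list test adjusted p = 0.42), such as KITLG (-1.26), LIF (-1.27) and PMAIP1 (1.07). With the replicate number as a block the neuronal list (3 of 8 up, 4 adjusted over the list alone, adjusted p = 0.061), the ribosomal proteins (0 of 20 called by limma and 0 adjusted over the list alone, median -0.11, 0.28) and the metallothioneins (1 of 4 up, 2 adjusted over the list alone, 0.17) were called too, at adjusted p = 0.043, 0.04 and 0.041. The histone and mesenchymal calls were lost without Entinostat replicate 1 (adjusted p = 0.19 and 0.15) or DMSO replicate 2 (0.11 and 0.13), and the interferon call without DMSO replicate 2 (0.062). Calls of MYC, OASL, HERC5, SNAI2, FN1, ZEB1, ACTA2, KITLG and LIF ended without Entinostat replicate 1, without which 74 of the genes followed lost theirs, or without a DMSO library, with 35 and 57 lost without DMSO replicates 1 and 2 (adjusted p 0.05 to 0.4).

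The combination in p53+/+ cells gave the largest number of calls. Its replicates also differed most (median absolute log2 difference 0.203), while the variance in each test was pooled over the 8 groups. CTGF rose from 0.929 ± 0.2 to 46.9 ± 36 RPKM (SD, n = 2, log2 change 4.81 ± 0.66 SE, adjusted p = 0.00019), and PLK3, a stress-response kinase of the polo family, from 13.4 ± 2 to 311 ± 190 RPKM (4.35 ± 0.36, adjusted p = 1.1e-05). MDM2 rose 19.2-fold to 387 ± 26 RPKM (4.23 ± 0.12, adjusted p = 1.2e-09). CDKN1A rose 11.5-fold to 896 ± 250 RPKM (3.51 ± 0.37, adjusted p = 4.5e-05), and CYP4F2, BTBD19 and CEND1 rose by 3.73 to 4.2. MKX (-2.63), ZBTB2 (-2.59), PDE4B (-2.26), HOXA10-AS and ARHGAP11A (both -2.22), MALL (-2.16), HOXB8 (-2.14) and the mitotic kinase PLK1 (-2.12) fell most. CFLAR had 1.57 ± 0.42 RPKM against 2.01 ± 0.091 under DMSO and was not called (-0.29, 95% confidence interval -0.65 to 0.08, adjusted p = 0.17). With quantile normalization it was called (-0.61, adjusted p = 0.016). Its log2 change was -0.5 without combination replicate 2 and -0.08 without combination replicate 1. TNFRSF10B rose 2.75-fold to 95.1 ± 7.6 RPKM (1.45, adjusted p = 6.1e-06). In all, 2895 genes rose and 3341 fell, 6236 together. Of the 6236, 703 rose and 369 fell at least 2-fold on the log2(RPKM + 0.5) scale. Without combination replicate 1 the count was 4144.

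Under the combination in p53+/+ cells 41 of 46 p53 targets rose and 1 fell, 42 and 1 adjusted over the list alone, including GDF15 (3.27), with adjusted p = 6.9e-20, and adjusted p = 0.21 with an estimated correlation. In the death receptor pathway 8 genes rose and 7 fell of 21, also adjusted over the list alone. TNFRSF10C (1.82), BIRC3 (1.7), TNFRSF10D (1.53) and FAS (0.67) were among those that rose, and XIAP and DAXX (both -0.7), TRAF2 (-0.69) and BID (-0.63) among those that fell. The median was -0.05 while the mean (0.17) and the direction of the test were positive (adjusted p = 0.6). Lower were 31 of 37 genes of replication and G1/S (32 adjusted over the list alone), such as E2F2 (-1.76). Also lower were 33 of 34 of G2/M and mitosis (also adjusted over the list alone), such as CCNA2 (-2.05) and AURKA (-2.01), and 14 of 18 of recombination and Fanconi repair (15 adjusted over the list alone), such as RAD51AP1 (-1.6). Their tests gave adjusted p = 4.2e-11, 3.6e-14 and 2.9e-05, and adjusted p = 0.62, 0.58 and 0.64 with an estimated correlation. Of 28 ribosome biogenesis genes 21 fell, 22 adjusted over the list alone, such as PPAN (-1.25) (adjusted p = 4.4e-06, and adjusted p = 0.63 with an estimated correlation). Of 9 mesenchymal genes 7 rose, also adjusted over the list alone, including ACTA2 (2.74) and SNAI2 (2.49) (adjusted p = 0.0026, and adjusted p = 0.63 with an estimated correlation). FAS lost its call without combination replicate 2 (adjusted p = 0.2) or DMSO replicate 2 (0.18), and XIAP without combination replicate 1 (0.22), DMSO replicate 1 (0.074) or DMSO replicate 2 (0.081).

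Other lists rose with the combination in p53+/+ cells with weaker tests. Of 11 NF-kB targets 7 rose and 2 fell, also adjusted over the list alone, led by the chemokine CXCL8 (2.31) and CXCL1 (1.39), with adjusted p = 0.042, 0.069 with the replicate number as a block, and adjusted p = 0.55 with an estimated correlation. Of 17 interferon response genes 8 rose, also adjusted over the list alone, such as OASL (1.87) (adjusted p = 0.039, and adjusted p = 0.63 with an estimated correlation). In MHC class I presentation 6 rose and 1 fell of 11, 7 and 1 adjusted over the list alone, such as HLA-F (0.86) and HLA-B (0.73) (adjusted p = 0.046, and adjusted p = 0.58 with an estimated correlation). Of 20 immediate early and ERK feedback genes 10 rose and 1 fell, 11 and 1 adjusted over the list alone, such as KLF2 (1.85) (adjusted p = 0.017, and adjusted p = 0.65 with an estimated correlation). Of 8 neuronal genes 6 rose, and adjusted over the list alone 6 rose and 1 fell, led by VGF (3.35) (adjusted p = 0.04, and adjusted p = 0.64 with an estimated correlation). Of 20 ribosomal protein genes 6 rose, 3 adjusted over the list alone, such as RPL3 (0.61) (adjusted p = 0.011, and adjusted p = 0.84 with an estimated correlation). Of 4 metallothioneins, near-identical copies that can share reads, 3 rose, 4 adjusted over the list alone, such as MT1X (2.03) (adjusted p = 0.041, and adjusted p = 0.64 with an estimated correlation). The histone list, with 4 of 8 up, also adjusted over the list alone, was called with the block (adjusted p = 0.053, and 0.018 with it). Leaving out combination replicate 1 ended the calls of the NF-kB (adjusted p = 0.078), interferon (0.079), MHC (0.059), immediate early (0.095), neuronal (0.095), ribosomal protein (0.19) and metallothionein (0.079) lists. RPL3 lost its call without that library or DMSO replicate 2 (0.086 each). The NF-kB call was also lost without DMSO replicate 1 (0.059), the interferon call without DMSO replicate 2 (0.078), and the MHC call without DMSO replicate 1 (0.05 after rounding) or 2 (0.054).

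Lists not called under the combination in p53+/+ cells included the integrated stress response, with 4 up and 8 down of 18, also adjusted over the list alone, where DDIT4 (2.29) and ATF3 (2.15) rose and the transporter SLC7A11 (-1.1) fell (median -0.22 and a downward test, mean 0.07, adjusted p = 0.48). In the ER unfolded protein response 6 of 16 rose, 5 adjusted over the list alone, such as HSPA5 (1.04) (adjusted p = 0.21). Among 16 genes of hypoxia and glycolysis 4 rose and 4 fell, also adjusted over the list alone, such as NDRG1 (1.61) and HK2 (-1.28) (adjusted p = 0.77). Of 20 HDACs and corepressor subunits 3 rose and 7 fell, also adjusted over the list alone, such as HDAC7 (-1.12) and HDAC5 (0.87) (adjusted p = 0.43). Of the markers of other cell types 3 were measurable, and COL1A1 (1.03) and CD68 (0.64) rose, 2 of 3, also adjusted over the list alone (adjusted p = 0.11).

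**Figure D4:**
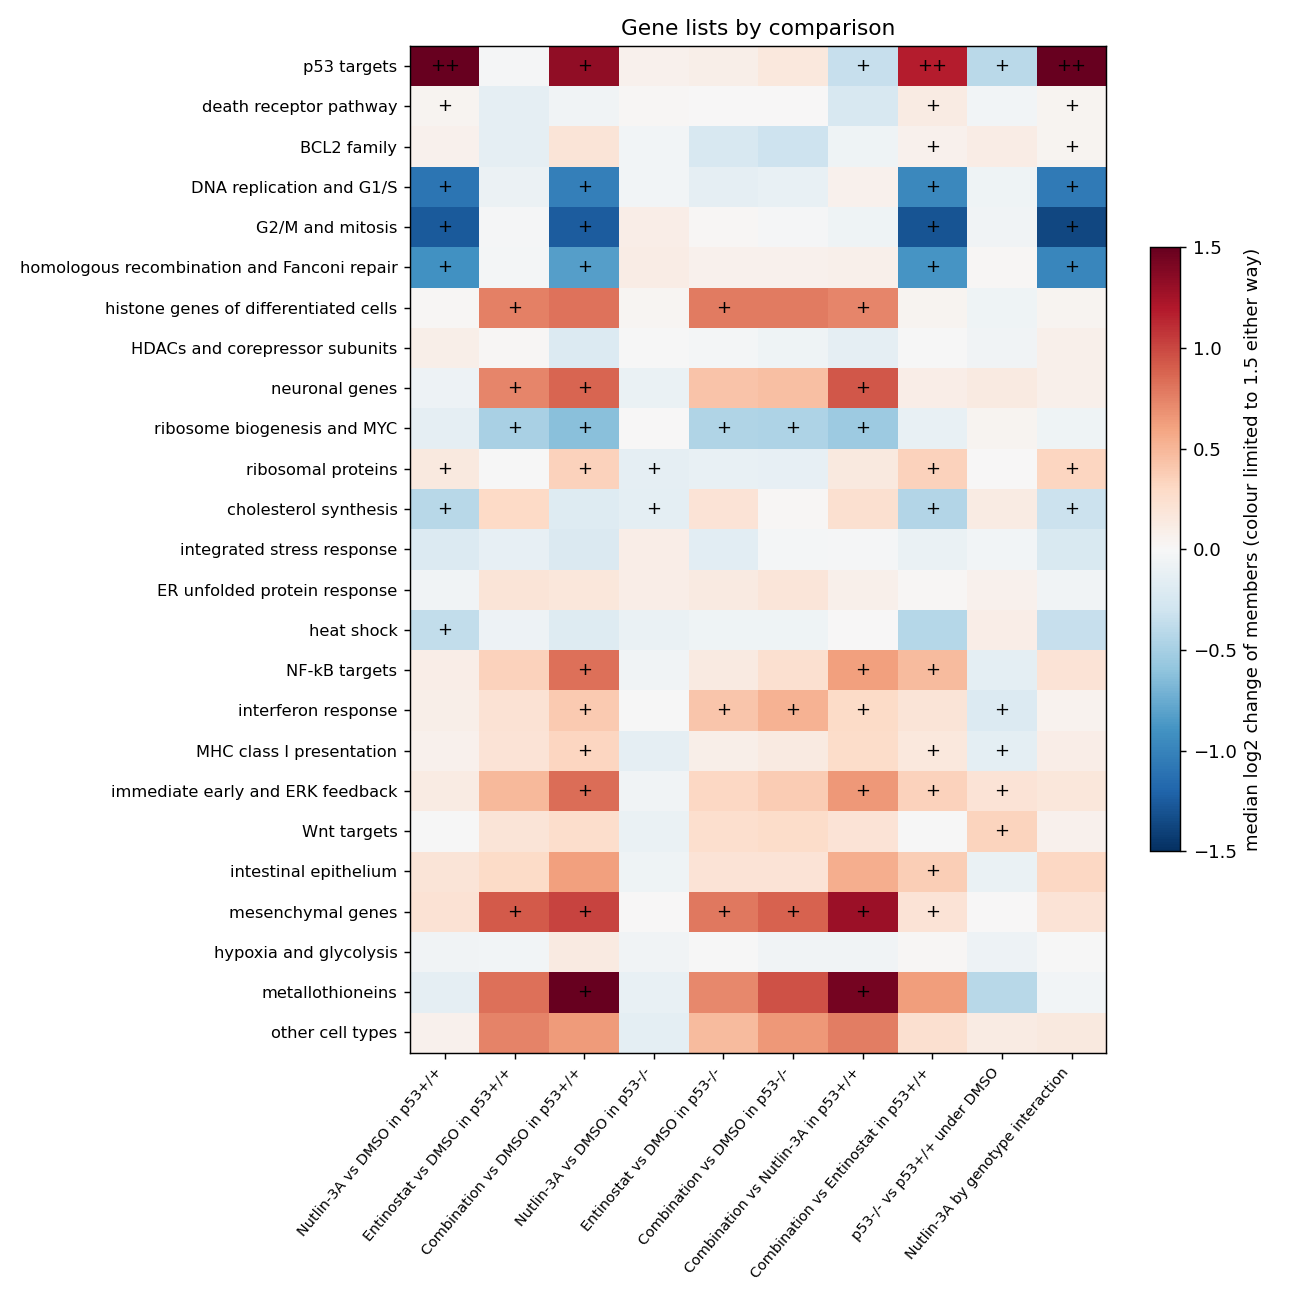
Median log2 change of the measured members of 25 gene lists (vertical axis) in 10 comparisons (horizontal axis), red for higher and blue for lower, with + for a list called at adjusted p under 0.05 and ++ for one also called with an estimated correlation. Of 250 tests 69 were called, and 3 of them, all of p53 targets, with an estimated correlation.

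In p53-/- cells the combination gave changes close to those of Entinostat there. CTGF rose from 2.49 ± 0.3 to 35.6 ± 27 RPKM (SD, n = 2, log2 change 3.37 ± 0.66 SE, adjusted p = 0.0035), and CEND1, LOC103021295, DHRS2, EPPK1, NEAT1, NGFR and CXCR4 rose by 2.21 to 2.67. CYP24A1 fell by 2.3, PDE4B by 2.06, HOXA10-AS by 1.96 and HS3ST1 by 1.9, and ZBTB2, HOXB8, LTBR and TFAP4 had log2 changes of -1.74 to -1.41. CDKN1A rose 4.09-fold to 77.3 ± 32 RPKM (1.98 ± 0.37, adjusted p = 0.0029). CFLAR fell 1.58-fold to 1.42 ± 0.32 RPKM (-0.52 ± 0.17, adjusted p = 0.032). MDM2 was not called (0.32, adjusted p = 0.05), though it was with the replicate number as a block (0.022), with a pseudocount of 0.1 (0.048) and with quantile normalization (0.39, adjusted p = 0.044), and TNFRSF10B was not called (-0.01, adjusted p = 0.95). In all, 2136 genes rose and 1829 fell, 3965 together, and 6088 with the block. The count was 1101 without combination replicate 1. Lost there were the calls of CFLAR (adjusted p = 0.27), CTGF, CEND1, LOC103021295, NGFR, CYP24A1 and PDE4B (0.051 to 0.4 over the genes lost). Without DMSO replicate 1 or 2 it was 2428 or 1940, with CFLAR lost (0.086 or 0.14). CEND1, NGFR and CYP24A1 lost their calls without DMSO replicate 2 (adjusted p 0.061 to 0.088), and LOC103021295 without each of its 4 libraries (0.074 to 0.15), with no filter (0.084), with a pseudocount of 0.1 (0.061) and with quantile normalization (0.06).

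Of 28 ribosome biogenesis genes 19 fell with the combination in p53-/- cells, 22 adjusted over the list alone, such as MYBBP1A (-0.98) and PPAN (-0.95), with adjusted p = 3.1e-08, and adjusted p = 0.63 with an estimated correlation. Of 17 interferon response genes 5 rose, also adjusted over the list alone, such as OASL (1.28) and HERC5 (0.97) (adjusted p = 0.022, and adjusted p = 0.63 with an estimated correlation). Of 9 mesenchymal genes 5 rose, also adjusted over the list alone, such as SNAI2 (1.62) and FN1 (1.29) (adjusted p = 0.045, and adjusted p = 0.68 with an estimated correlation). Of 46 p53 targets 11 rose and 7 fell, 12 and 7 adjusted over the list alone, such as PMAIP1 (1.34) and KITLG (-1.2), and the list was not called (adjusted p = 0.18). With the replicate number as a block the histone list (1 of 8 up, also adjusted over the list alone, adjusted p = 0.056), the ribosomal proteins (0 of 20 called by limma and 0 adjusted over the list alone, median -0.12, 0.21) and the metallothioneins (3 of 4 up, 4 adjusted over the list alone, 0.096) were called, at adjusted p = 0.014, 0.018 and 0.018. The interferon and mesenchymal calls were lost without combination replicate 1 (adjusted p = 0.061 and 0.12) or DMSO replicate 2 (0.087 and 0.11), and OASL, HERC5, SNAI2, FN1 or KITLG were among 70, 35 and 54 of the genes followed that lost their calls without combination replicate 1, DMSO replicate 1 and DMSO replicate 2 (0.05 to 0.4).

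Tested directly, the response to the combination differed between genotypes in 720 genes, 245 higher and 475 lower in p53+/+ cells, 2967 with the replicate number as a block. The split was 302 and 332 with median of ratios scaling and 425 and 479 with quantile normalization. MDM2 (3.9 ± 0.16, adjusted p = 2e-07), PLK3 (3.86), CYP4F2 (3.45), BTBD19 (3.1), TNFRSF10C (1.93), TNFRSF10B (1.46) and TNFRSF10D (1.11) had a higher change in p53+/+ cells, and FAS was not called (0.05, adjusted p = 0.93). RGS2 (-1.96), DEPDC1 (-1.82) and the mitotic genes HMMR (-1.82), SGOL2 (-1.81) and HJURP (-1.79) had a lower change. CDKN1A was called with the block (1.52, adjusted p = 0.11, and 0.00021 with it), and CFLAR was not called (0.23, 95% confidence interval -0.28 to 0.75). The count was 1903 without p53+/+ combination replicate 2 and 208 without p53+/+ combination replicate 1. It was 198 and 174 without p53+/+ DMSO replicates 1 and 2. For p53-/- libraries it was 299 and 265 without combination replicates 1 and 2, and 304 and 164 without DMSO replicates 1 and 2. RGS2, DEPDC1, HMMR, SGOL2, HJURP, CYP4F2 or TNFRSF10D lost their calls without one or more of these libraries (adjusted p 0.051 to 0.16).

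What Entinostat added to Nutlin-3A in p53+/+ cells was tested by comparing the combination with Nutlin-3A. CTGF rose from 1.5 ± 0.43 to 46.9 ± 36 RPKM (SD, n = 2, log2 change 4.33 ± 0.66 SE, adjusted p = 0.00096), followed by CEND1 (3.76), VGF (3.39), CYP4F2 (2.85) and DHRS2 (2.73), while PDE4B (-2.57), EREG (-2.45), HOXA10-AS (-2.27) and MKX (-2.22) were among the largest falls. CFLAR fell 2.5-fold, from 3.92 ± 0.31 to 1.57 ± 0.42 RPKM (-1.11 ± 0.17, adjusted p = 0.00095). Among death receptor genes FAS (-1.52), XIAP (-0.75), CASP8 (-0.69), TNFRSF10A (-0.59) and BID (-0.58) fell as well, and BIRC3 (0.95) rose. MDM2 rose by 0.38 (adjusted p = 0.025), and CDKN1A (-0.03, adjusted p = 0.95) and TNFRSF10B (-0.05, adjusted p = 0.72) were not called. In all, 2072 genes rose and 2251 fell, 4323 together, and 6529 with the replicate number as a block. Without combination replicate 1, Nutlin-3A replicate 1 or Nutlin-3A replicate 2 the count was 1698, 1975 or 2804. The MDM2 call was lost without combination replicate 1 (adjusted p = 0.057) or 2 (0.1), without Nutlin-3A replicate 2 (0.2) and with quantile normalization (0.16), and those of CASP8 and XIAP without combination replicate 1 or either Nutlin-3A library (0.062 to 0.23).

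As a list, p53 targets were lower under the combination than under Nutlin-3A in p53+/+ cells. Of 46 targets 23 were lower and 4 higher, also adjusted over the list alone, with a median of -0.35 (adjusted p = 0.0026, and adjusted p = 0.63 with an estimated correlation). Over the 29 targets with a mean RPKM of at least 10 the median was -0.11 (95% interval -0.44 to 0.1). KITLG (-1.58), FAS (-1.52) and LIF (-1.37) fell and PLK3 rose (2.22). Of 28 ribosome biogenesis genes 18 fell, 22 adjusted over the list alone, such as PPAN (-1.04) (adjusted p = 2.2e-06, and adjusted p = 0.63 with an estimated correlation). Neuronal genes (6 of 8, also adjusted over the list alone, VGF at 3.39), metallothioneins (4 of 4, also adjusted over the list alone, MT1X at 2.47) and mesenchymal genes (5 of 9, 6 adjusted over the list alone, SNAI2 at 2.17) rose, with adjusted p = 0.0062, 0.0089 and 0.0087, and adjusted p = 0.63 with an estimated correlation for each. Histone genes (3 of 8 up, 4 adjusted over the list alone, HIST1H2BD at 1.5), immediate early genes (7 up and 1 down of 20, 7 and 2 adjusted over the list alone, KLF2 at 2.06), NF-kB targets (7 up and 2 down of 11, also adjusted over the list alone, CXCL8 at 1.8) and interferon response genes (5 up and 1 down of 17, also adjusted over the list alone, OASL at 1.45) were called with adjusted p = 0.03, 0.024, 0.042 and 0.045, and adjusted p = 0.65, 0.68, 0.55 and 0.64 with an estimated correlation. With the replicate number as a block the NF-kB call was lost (adjusted p = 0.069) and the ribosomal proteins, 0 of 20 called by limma and 0 adjusted over the list alone, were called (adjusted p = 0.16, and 0.0091 with it). The mesenchymal (adjusted p = 0.059), histone (0.11), immediate early (0.18), NF-kB (0.11) and interferon (0.11) calls were lost without combination replicate 1. Without Nutlin-3A replicate 1 the NF-kB (0.05 after rounding) and interferon (0.062) calls were lost, and without Nutlin-3A replicate 2 the histone (0.053), immediate early (0.087) and interferon (0.053) calls. Of the genes followed, 51, 37 and 32 lost their calls without combination replicate 1, Nutlin-3A replicate 1 and Nutlin-3A replicate 2. HIST1H2BD was lost without each of these, LIF without combination replicate 1 or Nutlin-3A replicate 2, and KITLG without combination replicate 1.

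What Nutlin-3A added to Entinostat in p53+/+ cells was tested by comparing the combination with Entinostat. MDM2 rose 21.9-fold, from 17.7 ± 1.6 to 387 ± 26 RPKM (SD, n = 2, log2 change 4.42 ± 0.12 SE, adjusted p = 7.3e-10). PLK3 (3.86), BTBD19 (3.34) and TP53I3 (3.31) rose as well, and CDKN1A rose 7.94-fold (2.96, adjusted p = 0.00038). The largest falls were HJURP (-1.84), CDCA2 (-1.68), FBXO5 (-1.67), SGOL2 (-1.65) and HMMR (-1.64). CFLAR rose 1.72-fold, from 0.916 ± 0.23 to 1.57 ± 0.42 RPKM (0.54 ± 0.17, adjusted p = 0.048). Of the death receptor genes TNFRSF10C (1.6), TNFRSF10B (1.31), FAS (1.12), TNFRSF10A (1.01), TNFRSF10D (1) and BIRC3 (0.61) rose, and TRAF2 (-0.38) fell. In all, 643 genes rose and 1208 fell, 1851 together and 3896 with the replicate number as a block. The split was 754 and 933 with median of ratios scaling and 873 and 992 with quantile normalization. The CFLAR call was lost without Entinostat replicate 1 (adjusted p = 0.26) or 2 (0.059), without combination replicate 2 (0.22), with a pseudocount of 1 (0.054), with no filter (0.086), with quantile normalization (0.11) and with the 8 libraries of that genotype (0.095). Without combination replicate 1, Entinostat replicate 1 or Entinostat replicate 2 the count was 729, 1009 or 750, and with the 8 libraries of that genotype 1144. TNFRSF10D, BIRC3 and TRAF2 lost their calls without combination replicate 1 or an Entinostat library (adjusted p 0.055 to 0.11).

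Of 46 p53 targets 44 rose when Nutlin-3A was added to Entinostat in p53+/+ cells, 45 adjusted over the list alone, such as GDF15 (3.18) (adjusted p = 1.6e-49, and adjusted p = 0.019 with an estimated correlation). Of the cell cycle lists 29 of 37 genes of replication and G1/S fell and 1 rose (33 and 1 adjusted over the list alone), 34 of 34 of G2/M and mitosis fell (also adjusted over the list alone), and 14 of 18 of recombination and Fanconi repair fell (16 adjusted over the list alone). Their adjusted p values were 4.5e-19, 7.2e-26 and 1e-09, and adjusted p = 0.55, 0.44 and 0.58 with an estimated correlation. The death receptor list (7 up and 2 down of 21, 7 and 3 adjusted over the list alone), the BCL2 family (5 up and 1 down of 15, 6 and 1 adjusted over the list alone, BBC3 at 2.25), NF-kB targets (5 of 11 up, also adjusted over the list alone, CXCL8 at 1.06) and ribosomal proteins (3 of 20 up, also adjusted over the list alone, RPL3 at 0.58) were called upward, with adjusted p = 0.022, 0.028, 0.00088 and 1e-05, and adjusted p = 0.44, 0.55, 0.31 and 0.65 with an estimated correlation. So were intestinal genes (3 up and 1 down of 8, 4 and 1 adjusted over the list alone, CEACAM1 at 1.41), MHC class I presentation (2 of 11 up, 3 adjusted over the list alone, TAP1 at 0.53), immediate early genes (2 of 20 up, also adjusted over the list alone, DUSP5 at 0.6) and mesenchymal genes (2 of 9 up, also adjusted over the list alone, ACTA2 at 2.35), with adjusted p = 0.023, 0.033, 0.027 and 0.031, and adjusted p = 0.44, 0.58, 0.68 and 0.65 with an estimated correlation. Of 22 cholesterol synthesis genes 4 fell, 11 adjusted over the list alone, such as IDI1 (-1.05) (adjusted p = 0.00017, and adjusted p = 0.65 with an estimated correlation). The heat shock list, with 3 of 11 down, also adjusted over the list alone, was called with the replicate number as a block (adjusted p = 0.093, and 0.016 with it). The MHC (adjusted p = 0.087), immediate early (0.46) and mesenchymal (0.24) calls were lost without combination replicate 1, without Entinostat replicate 2 the immediate early (0.18) and mesenchymal (0.14) calls, and the BCL2 call without Entinostat replicate 1 (0.063) or combination replicate 2 (0.056). CXCL8, RPL3, TAP1, DUSP5 and IDI1 lost their calls without combination replicate 1 or an Entinostat library (adjusted p 0.051 to 0.24).

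In p53-/- cells the combination against Nutlin-3A gave 1696 genes up and 1216 down, 2912 together, and 5141 with the replicate number as a block. The split was 1011 and 1092 with quantile normalization. CTGF (3.28), CEND1 (2.86), DHRS2 (2.57), EPPK1 (2.48) and CXCR4 (2.38) rose most and CYP24A1 (-2.39), PDE4B (-2.09), HS3ST1 (-1.79), HOXA10-AS (-1.77) and ZBTB2 (-1.72) fell most. CDKN1A rose 3.55-fold (1.78, adjusted p = 0.007), CFLAR fell 1.69-fold (-0.6 ± 0.17, adjusted p = 0.024), and MDM2 (-0.12) and TNFRSF10B (-0.04) were not called. The count was 413 without combination replicate 1, where all of these calls except EPPK1, CXCR4 and HS3ST1 were lost (CFLAR adjusted p = 0.23, CDKN1A 0.097, range 0.059 to 0.23). Without Nutlin-3A replicate 1 or 2 it was 1137 or 1653, CFLAR was lost (adjusted p = 0.098 or 0.082). CYP24A1 was lost in both, CEND1 without replicate 1 and CDKN1A without replicate 2 (0.057). The combination against Entinostat in p53-/- cells gave 0 genes by limma, with 48 at an unadjusted p under 0.05, and 0 with the block, with 120 at an unadjusted p under 0.05. There CFLAR had a log2 change of 0.09 (95% confidence interval -0.27 to 0.46), CDKN1A 0.13, MDM2 0.36 and TNFRSF10B -0.02.

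The departure from additive log2 changes of the drugs was called in 0 genes by limma in p53+/+ cells, with 587 at an unadjusted p under 0.05, and in 0 with the replicate number as a block, with 1402 at an unadjusted p under 0.05. It was -0.27 for CFLAR (95% confidence interval -0.79 to 0.24), -0.58 for CDKN1A, 0.57 for MDM2 and -0.19 for TNFRSF10B. In p53-/- cells it was called in 0 genes by limma, with 75 at an unadjusted p under 0.05, and in 0 with the block, with 287 at an unadjusted p under 0.05. For CFLAR it was 0.01 (-0.5 to 0.53), for CDKN1A -0.07, for MDM2 -0.09 and for TNFRSF10B -0.04. Without p53+/+ combination replicate 2 the count in p53+/+ cells was 4, and without Nutlin-3A replicate 2 it was 1. On data simulated at this size the interaction test found 7.69%, 67.5% and 97.6% of log2 changes of 0.5, 1 and 2. Departures of about 0.5 were therefore mostly not detectable by that test. No such rates were obtained with the replicate number as a block. The Nutlin-3A changes alone and on top of Entinostat in p53+/+ cells, which share no library, had a Pearson's r of 0.81 and a Spearman's rho of 0.73 across genes, and 488 genes rose and 740 fell in both, where 51 and 115 are expected from independent lists.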

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

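For the larger Entinostat response in replicate 1 both tests below, and for the p53 targets the tests in p53-/- cells, were chosen after the result was seen, as were the median, the share above 0 and the test for part of the set in the weighing of lost p53 activity. For scaling of the libraries 2 levels were set beforehand, and which of them decides was chosen after. The results listed first are marked because the response differed between genotypes in a direct test. The intervals of slopes, medians and shares, here and above, treat genes as independent, which they are not. They leave out the spread between replicates, so the weighing that rests on them holds for these libraries only.

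The Nutlin-3A response differed between genotypes in 845 genes. The differences, p53+/+ minus p53-/-, were 4.11 for TP53I3, 3.4 for MDM2, 3.34 for CDKN1A, 2.99 for UNC5B-AS1, 2.54 for TNFRSF10C, 1.9 for FAS, 1.47 for TNFRSF10B, 1.11 for TNFRSF10D and 0.98 for TNFRSF10A. They were -2.17 for ZNF367, -1.99 for CCNE2, -1.93 for CENPA and -1.86 for both HJURP and CCNA2. The TNFRSF10D call was lost without 7 of the 8 libraries (adjusted p 0.051 to 0.13). As lists, p53 targets (adjusted p = 3.5e-54), replication and G1/S (4.1e-23), G2/M and mitosis (1.7e-28), recombination and Fanconi repair (1.1e-11), ribosomal proteins (0.0038), cholesterol synthesis (0.028), the death receptor pathway (0.047) and the BCL2 family (0.05) differed. The death receptor call was lost with the replicate number as a block (0.071) and without 4 of the 8 libraries (0.05 to 0.082), and the BCL2 call with the block (0.058) and without 5 (0.054 to 0.085). Of these lists, p53 targets alone kept the call with an estimated correlation (adjusted p = 0.019).

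The response to the combination differed in 720 genes, with 3.9 for MDM2, 3.86 for PLK3, 3.45 for CYP4F2, 3.1 for BTBD19, 1.93 for TNFRSF10C, 1.46 for TNFRSF10B, 1.11 for TNFRSF10D and 0.9 for TNFRSF10A, and -1.96 for RGS2, -1.82 for DEPDC1 and HMMR, -1.81 for SGOL2 and -1.79 for HJURP. The TNFRSF10A call was lost without p53-/- DMSO replicate 2 (adjusted p = 0.051). FAS was not called (0.05, adjusted p = 0.93), and it rose with the combination in p53-/- cells too (0.62, adjusted p = 0.045). That call was lost without each of its 4 libraries (0.056 to 0.25), with a pseudocount of 1 (0.065), no filter (0.093) and quantile normalization (0.28).

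The Entinostat response was larger in replicate 1, with a slope of replicate 1 on replicate 2 of 1.2 (95% interval 1.18 to 1.21) in p53+/+ cells over 3520 genes and 1.32 (1.3 to 1.34) in p53-/- cells over 3434. A wider scale of all replicate 1 libraries could account for part of it, since the Nutlin-3A response had a slope of 1.13 (1.11 to 1.14) over 1851 genes. Values near the floor are argued against by a slope of 1.24 (1.21 to 1.28) over 1445 genes with a mean RPKM of at least 10. A stronger drug effect in replicate 1 was not tested.

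The 390 genes lower in p53-/- cells under DMSO may come from lost basal p53 activity or from other differences between the cell lines. As the cause of the whole set lost p53 is argued against. Of the 390, 73 were called higher when Nutlin-3A was added to Entinostat in p53+/+ cells. This was 18.7% (15 to 22.9), below the 25% set beforehand. The share was not taken with the replicate number as a block, which called 1495 rather than 643 genes higher in that comparison. The median change there was 0.08 (95% interval 0.04 to 0.13) against a genotype difference of -0.75, and 153 of the 390 did not change above 0. For part of the set it stays open, as 5.16% of all genes were called higher there, and 237 of the 390 had a change above 0, 60.8% (55.7 to 65.6) against 44.3%. A deviating DMSO library is argued against, since 389 of the 390, or 99.7%, were also lower in p53-/- cells in the Entinostat libraries. Of all genes 53.5% were lower there.

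The p53 targets were lower under the combination than under Nutlin-3A in p53+/+ cells, with a median of -0.35 (adjusted p = 0.0026, and adjusted p = 0.63 with an estimated correlation). An Entinostat effect that needs no p53 is argued against for the list as a whole by a median of 0.11 (95% interval -0.01 to 0.24) in p53-/- cells, but not for KITLG (-1.41) and LIF (-1.17), which fell there too. Of the 23 targets called lower in p53+/+ cells, 5 were called lower and 3 higher in p53-/- cells, with a median of -0.04 (-0.37 to 0.05), so for other members it stays open. Scaling of the libraries as the whole cause is argued against by the medians under both scalings. They were -0.35 (-0.43 to -0.22) with median of ratios scaling and -0.27 (-0.38 to -0.17) with quantile normalization, which moved MDM2 from 0.38 to 0.24. Both intervals were taken over genes and lie below the -0.1 that scaling needed. The interval with quantile normalization does not clear the -0.2 set for ruling scaling out. A pseudocount shrinks changes and does not create a fall, so the test of it is void, but over 29 targets with a mean RPKM of at least 10 the median was -0.11 (-0.44 to 0.1), and a fall among abundant targets is not shown.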

How the results depend on the processing

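Leaving out libraries for the lists and for the correlation was added after the results were seen. No called change of a named gene turned under any setting, but changes near 0 that were not called did, such as CFLAR for the combination against Entinostat in p53-/- cells (0.09, and -0.01 without Entinostat replicate 1 or -0.08 without combination replicate 2). As lists, cholesterol synthesis with Nutlin-3A in p53-/- cells turned without DMSO replicate 1 (adjusted p = 0.85, and 2.7e-06 without DMSO replicate 2), and ribosomal proteins without Nutlin-3A replicate 2 (0.88, and 1e-04 without DMSO replicate 2). With an estimated correlation 3 of 69 list calls remained. A block for the replicate number gave 3931 calls for Nutlin-3A, 5565 for Entinostat, 6529 for the combination against Nutlin-3A and 3896 against Entinostat in p53+/+ cells, and 5677 for Entinostat, 6088 for the combination and 5141 for it against Nutlin-3A in p53-/- cells. It gave 1634 for genotype, and 2126, 4 and 2967 for the differences in the Nutlin-3A, Entinostat and combination responses. It also called the heat shock (adjusted p = 0.18, and 0.038 with it) and intestinal (0.079, and 0.031 with it) lists for the difference in the Nutlin-3A response. Of the fixed genes reported here, the lists and the largest changes it changed no other call than those given beside the results, and among other death receptor genes it added calls and removed none. Median of ratios scaling called the histone list with the combination in p53-/- cells (0.046).

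With quantile normalization more genes fell than rose for Entinostat in p53+/+ (1371 up, 1544 down) and p53-/- cells (1257, 1433) and for the combination in p53-/- cells (1399, 1622). With no filter the comparisons with 0 calls gave 1 for Nutlin-3A and 13 for the combination against Entinostat in p53-/- cells, 14 for the Entinostat difference, and 25 and 10 for the departure from additive changes in p53+/+ and p53-/- cells. With the 8 libraries of its genotype alone the combination against Entinostat in p53+/+ cells gave 1144. CFLAR has no value with a mean RPKM of at least 2, as its mean lies below. Its fall in p53-/- cells with the combination was lost with no filter (adjusted p = 0.064). MDM2 between genotypes was lost with a pseudocount of 1 (0.053), no filter (0.078), a mean of at least 2 (0.052), median of ratios scaling (0.058), quantile normalization (0.11) and no trend (0.063).

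Leaving out each library in turn gave counts from 1040 to 1452 for Nutlin-3A, 779 to 2797 for Entinostat, 4144 to 6306 for the combination, 1698 to 4818 for it against Nutlin-3A and 729 to 2425 against Entinostat in p53+/+ cells. In p53-/- cells they were 838 to 2988 for Entinostat, 1101 to 3632 for the combination and 413 to 2903 for it against Nutlin-3A. For genotype they were 239 to 341, for the difference in the Nutlin-3A response 424 to 696, for that of the combination 164 to 1903, and for the departure in p53+/+ cells 0 to 4. The correlation of Entinostat changes ran from 0.81 to 0.92.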

Other observations

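The families here, grouped by symbol prefix, and the lists in the departure from additive changes were chosen after the results were seen. Genes for the large subunit of the mitochondrial ribosome (MRPL) were lower with Entinostat in both genotypes, 20 of 49 in p53+/+ and 18 in p53-/- cells, with a median log2 change of -0.25 in each (adjusted p = 8.9e-06 for both). Of 30 genes for the small subunit (MRPS), 12 were lower in each genotype (adjusted p = 0.0029 and 0.0043). Of 22 nucleoporin genes (NUP), 10 were lower with Nutlin-3A in p53+/+ cells (median -0.39, adjusted p = 0.00041) and 12 when it was added to Entinostat (-0.43, adjusted p = 4.8e-05). Of 15 collagen genes (COL) 11 were higher with the combination in p53+/+ cells (median 0.77, adjusted p = 0.0051). Over 87 families and 870 tests 78 were called, and 0 with an estimated correlation (adjusted p = 0.96 for each family named). For the departure from additive changes in p53+/+ cells, the 46 p53 targets had a median of -0.34 with 0 called.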
